A study of Mus musculus with 12 samples.

How the data were processed

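RNA-seq of total RNA from mouse small intestine was deposited as 1 table of 16942 genes for 12 libraries in 4 groups of 3, and groups and replicate numbers were taken from the labels. The genome build was mm10, per the submitters' processing notes; the aligner, counter, annotation and strand setting are not given in the sources used here, so overlapping and antisense genes cannot be told apart. The deposited expected counts per gene, named read counts per the file headers, were not normalized by the authors, and 8.90% to 9.33% of values were not whole (tolerance 1e-06), so they were rounded. The deposited expression values were taken as FPKM: the file header names no unit, and over the 5071 genes with more than 500 counts in every library, the median ratio of count to value followed the library total within 0.149%. Columns of group averages were not used.

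Counts were tested with edgeR 4.0.16 (R 4.3.3): genes were kept by filterByExpr with the groups (12329 kept), libraries scaled by TMM (factors 0.969 to 1.05), and 1 quasi-likelihood model was fitted to all 12 libraries, which then share an estimate of spread. The 6 contrasts were tested with Benjamini-Hochberg adjustment at 0.05. SE is the unshrunken log2 fold change over the root of F. CPM are TMM-scaled. Before the data were examined, 42 gene lists were written, of which 38 had at least 3 tested genes; they were tested with limma 3.58.1 camera (preset correlation 0.01), camera with an estimated correlation, and fry. In no comparison was a list called with an estimated correlation. The named genes are up to 10 largest rises and falls among called genes with a mean of at least 1 CPM and groups that do not overlap (unnamed genes and immunoglobulin and T cell receptor variable segments excluded), up to 4 called members per list with the smallest p, and 10 fixed marker genes; with fewer than 5 calls, the 5 smallest p per direction. Other list members were named as examples of their list, and some genes that the rule names are not reported here. Coordinates are from RefSeq GRCm38, matched by gene ID.

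Libraries held 13560232 to 16818245 counts; replicate pairs differed by a chi-square per degree of freedom of 8.69 to 37.3, so none agreed within counting noise. On simulated data with known changes, the test recovered 84% of 2-fold and 100% of 4-fold changes for the busulfan comparison (12239 genes) and 70% and 93% for the interaction (12245 genes). In the real data, 17 T cell and natural killer cell genes had a median interaction of 1.60 on the log2 scale, and none passed over all genes. The simulated shares may therefore be too high for these libraries. Alternatives tried were DESeq2 1.42.0, DESeq2 size factors, 2 other filters, fits of the compared groups only, a replicate block, leaving out each library, and limma on log2(FPKM + 1), the last chosen after seeing the data. The simulation behind the opposite-sign share was changed once after its output was seen: the first version used unshrunken busulfan effects. Figures were drawn with matplotlib 3.10.9.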

Results

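RNA was sequenced from the small intestine of ICR mice, an outbred laboratory strain, in 12 libraries that the labels place in 4 groups of 3. Busulfan is an alkylating drug that cross-links DNA and depletes dividing cells of the bone marrow and the germ line. AOS is a second treatment whose abbreviation, route and unit the labels do not expand; they give it as 0 or 10. The groups were AOS0 (no busulfan, AOS 0), AOS10 (no busulfan, AOS 10), B+A0 (busulfan, AOS 0) and B+A10 (busulfan, AOS 10). Total counts per library ranged from 13560232 to 16818245, and 12586 to 12878 genes had a count of at least 5. The labels do not say whether the 3 libraries of a group came from separate animals, so p-values measure only the spread between these samples. In a principal component analysis the first component held 28.4% of the variance, with B+A0 replicates 2 and 3 at 25.9 and 38.7 and B+A0 replicate 1 at 6.25.

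**Figure D1:**
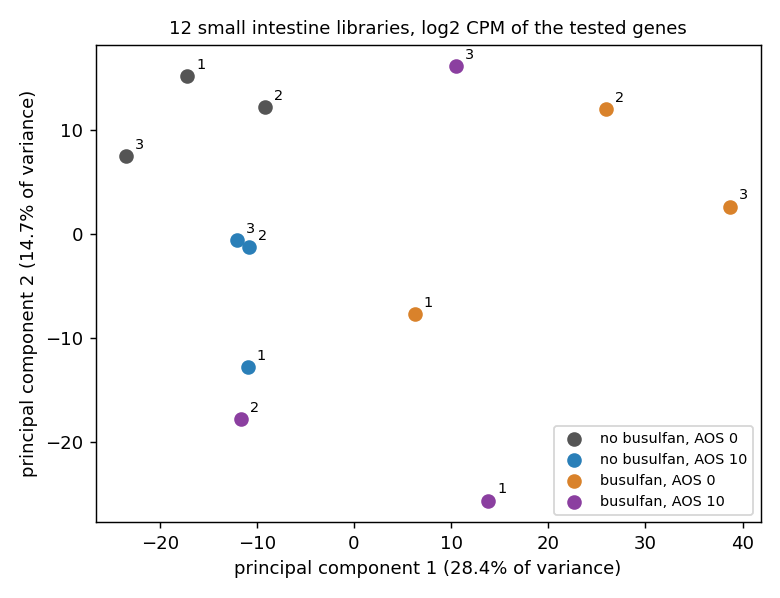
Each point is 1 of the 12 libraries, placed on principal components 1 and 2 of log2 CPM (28.4% and 14.7% of the variance), with colour for the group and the number for the replicate. B+A0 replicates 2 and 3 lie farthest to one side of component 1, at 25.9 and 38.7, and B+A0 replicate 1 lies at 6.25.

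The comparison of B+A0 with AOS0 asked which transcripts differed after busulfan alone. By camera, joint lists of T and natural killer (NK) cell genes and of mast cell and eosinophil genes were lower after busulfan. A list of unfolded protein response genes, chaperones among them, was higher. None of these lists was called with an estimated correlation. Of 12329 genes tested, 210 were higher and 239 were lower (edgeR quasi-likelihood test, adjusted p under 0.05), against 131 and 305 by limma on log2(FPKM + 1). DESeq2 called 995 genes, a fit of only these 2 groups 241 and the replicate block 193. Among the 449 genes called by edgeR, 20 rose and 128 fell by more than 2-fold. The 2 groups did not overlap in any of the 449 genes called, nor in 29.0% of all tested genes, where chance gives 10% for 3 against 3. The share of all tested genes was 20.7% between AOS10 and AOS0, where no gene was called. It was 17.9% for B+A10 against AOS0, 14.9% for B+A10 against AOS10 and 10.2% for B+A10 against B+A0.

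Of 17 tested T and NK cell genes, 9 fell and none rose, and 16 were lower when adjusted over the list alone, with a median log2 fold change of -1.69. The list was lower by camera (adjusted p = 2.5e-12) but not with an estimated correlation (adjusted p = 0.453 with an estimated correlation). Cd4, the co-receptor of helper T cells (gene ID 12504, GRCm38 chromosome 6, 124864693 to 124888247), fell from 2.55 ± 1.17 CPM to 0.344 ± 0.183 CPM (SD, n = 3; log2 fold change -2.86, SE 0.53, adjusted p = 0.0196, edgeR). Itgae, an integrin of intraepithelial lymphocytes (gene ID 16407), fell from 21.7 ± 5.64 to 5.53 ± 2.07 CPM (log2 fold change -1.97, SE 0.35, adjusted p = 0.0165, edgeR). Gzma, a granzyme of cytotoxic cells (gene ID 14938), fell by 2.14 on the log2 scale and Cd5 by 2.20. No member passed the threshold over all genes without AOS0 replicate 1, AOS0 replicate 3 or B+A0 replicate 3, and 1 did without B+A0 replicate 2, while 15 of 17 were still lower over the list alone in each of these cases. Without B+A0 replicate 1, 15 passed over all genes.

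Mast cell proteases fell with them. Of 7 tested mast cell and eosinophil genes, 5 fell (median log2 fold change -2.70; 2 without AOS0 replicate 3 or B+A0 replicate 2 and 1 without B+A0 replicate 3; camera adjusted p = 0.000100, adjusted p = 0.268 with an estimated correlation), and the same 5 were counted when adjusted over the list alone. Mcpt1 fell from 52.2 ± 28.9 to 7.79 ± 1.94 CPM (log2 fold change -2.74, SE 0.47, adjusted p = 0.0153, edgeR), Mcpt2 had a log2 fold change of -2.70 and Mcpt4 of -3.72, and Kit, the receptor for stem cell factor, had -0.72. Another member, Ear2, had no counts in AOS0, and the list median is the same with it at any positive value. Fibroblast and extracellular matrix genes were lower by camera (median log2 fold change -0.56, 8 of 10 below 0, adjusted p = 0.0330; adjusted p = 0.695 with an estimated correlation). Of the 10, 1 fell over all genes (Thy1, also carried by T cells) and 3 over the list alone, and 1 had a mean of 5 CPM or more. The camera call was lost without AOS0 replicate 2 (adjusted p = 0.0813), B+A0 replicate 2 (0.161) or B+A0 replicate 3 (0.103). The median was -1.01 without B+A0 replicate 1 and -0.36 without B+A0 replicate 2. Over all genes 2 fell without B+A0 replicate 1 and 0 without AOS0 replicate 1, AOS0 replicate 3, B+A0 replicate 2 or B+A0 replicate 3. Over the list alone 1 was lower without AOS0 replicate 2, AOS0 replicate 3, B+A0 replicate 2 or B+A0 replicate 3. The 6 endothelial genes had a median of -0.23 and the 5 smooth muscle genes of 0.01, and none of them passed over all genes.

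Chaperones and other genes of the unfolded protein response were among the genes that rose. Of 20 tested members 11 rose and none fell (13 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.49, camera adjusted p = 2.3e-11, adjusted p = 0.268 with an estimated correlation). The count over all genes was 5 without AOS0 replicate 1, 7 without AOS0 replicate 3 and 6 without B+A0 replicate 3. Creld2, an endoplasmic reticulum stress-induced protein (gene ID 76737, GRCm38 chromosome 15, 88819646 to 88826681), rose from 48.8 ± 1.40 to 104.5 ± 11.5 CPM (log2 fold change 1.10, SE 0.11, adjusted p = 0.00183, edgeR). Hyou1, an endoplasmic reticulum chaperone (gene ID 12282), rose from 239.9 ± 24.8 to 461.5 ± 44.1 CPM, and Herpud1 rose by 1.01 on the log2 scale. Among 17 immediate early and heat shock genes, the 4 that rose were the heat shock genes Hsph1, Hspa1a, Hspa1b and Dnajb1. The count was 1 without AOS0 replicate 1, AOS0 replicate 3 or B+A0 replicate 3 and 2 without B+A0 replicate 2, while 4 were higher over the list alone in each of these cases. That list had a median of 0.19 (camera adjusted p = 0.0453, adjusted p = 0.714 with an estimated correlation). Its camera call was lost without AOS0 replicate 1 (adjusted p = 0.120, median 0.11), AOS0 replicate 2 (0.0690, median 0.10), B+A0 replicate 1 (0.116, median 0.095) or B+A0 replicate 3 (0.0656, median 0.32), and the median was 0.32 without AOS0 replicate 3 and 0.30 without B+A0 replicate 2. Hsph1 rose from 98.8 ± 21.9 to 396.7 ± 114.5 CPM (log2 fold change 2.01, SE 0.27, adjusted p = 0.00517, edgeR). Hspa1a and Hspa1b are near-identical copies, so reads could be split between them. Banp, a nuclear matrix-associated protein (gene ID 53325), had the smallest p, rising from 11.6 ± 1.60 to 40.1 ± 5.04 CPM (log2 fold change 1.79, adjusted p = 0.00125, edgeR). Banp was also higher in AOS10 than in AOS0, without passing (log2 fold change 0.97, adjusted p = 0.119, edgeR). Part of its difference from AOS0 thus also appeared without busulfan. In B+A10 against AOS10 it rose by 1.11 on the log2 scale (adjusted p = 0.0274, edgeR).

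Drug-metabolizing genes were among those that fell. Of 25 tested xenobiotic metabolism genes 5 fell and none rose (11 lower over the list alone, median log2 fold change -0.45, camera adjusted p = 1.4e-05, adjusted p = 0.556 with an estimated correlation). Over all genes 1 fell without AOS0 replicate 1, AOS0 replicate 2, AOS0 replicate 3 or B+A0 replicate 3, 2 without B+A0 replicate 2 and 9 without B+A0 replicate 1, and over the list alone 5 were lower without AOS0 replicate 2 or B+A0 replicate 3. The median was -0.30 without B+A0 replicate 3. Cyp3a25, a cytochrome P450, fell from 77.2 ± 23.7 to 26.4 ± 7.21 CPM (log2 fold change -1.55, SE 0.22, adjusted p = 0.00685, edgeR). Brush border and digestion genes of enterocytes, the absorptive cells, were also lower by camera, with 22 of 23 below 0 and a median of -0.21 (adjusted p = 0.00184, adjusted p = 0.710 with an estimated correlation), but none passed over all genes or over the list alone. That call was lost without B+A0 replicate 2 (adjusted p = 0.0788, median -0.15) or B+A0 replicate 3 (adjusted p = 0.0664, median -0.07). Without B+A0 replicate 1 the median was -0.52, with 8 lower over all genes and 16 over the list alone. Genes typical of the proximal small intestine were lower by camera as well (median -0.49, 11 of 14 below 0, adjusted p = 0.0200; adjusted p = 0.510 with an estimated correlation), with none passing over all genes and 2 over the list alone. So were genes typical of the distal small intestine (median -0.27, 14 of 17 below 0, adjusted p = 0.0330; adjusted p = 0.710 with an estimated correlation), with none passing over all genes or over the list alone. The proximal call was lost without AOS0 replicate 2 (adjusted p = 0.0599) or B+A0 replicate 2 (adjusted p = 0.155, median -0.29), and the distal call without AOS0 replicate 3 (adjusted p = 0.215, median -0.11), B+A0 replicate 2 (adjusted p = 0.0788) or B+A0 replicate 3 (adjusted p = 0.404, median -0.06). Over the list alone 1 proximal gene was lower without AOS0 replicate 1, AOS0 replicate 2 or B+A0 replicate 3 and none without AOS0 replicate 3 or B+A0 replicate 2, and 3 distal genes were lower without AOS0 replicate 1. Without B+A0 replicate 1, 5 proximal and 4 distal genes were lower over all genes, and 8 of each over the list alone.

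Enteroendocrine cells secrete gut hormones. Of 18 of their genes 14 were below 0 (median -0.22, camera adjusted p = 0.0453, adjusted p = 0.695 with an estimated correlation). Sst, which encodes somatostatin, and Tph1, an enzyme of serotonin synthesis, fell by 0.92 and 1.59 on the log2 scale, and 4 of the 18 were lower over the list alone. Chga, another member and a fixed marker gene, had a log2 fold change of -0.040 (SE 0.13, adjusted p = 0.895, edgeR). The call was lost without AOS0 replicate 2 (adjusted p = 0.118), AOS0 replicate 3 (0.436, median -0.07), B+A0 replicate 1 (0.131) or B+A0 replicate 2 (0.0996), and the median was -0.33 without AOS0 replicate 1. Over all genes 1 fell without AOS0 replicate 1 or B+A0 replicate 2 and none without AOS0 replicate 2, AOS0 replicate 3 or B+A0 replicate 3. The count over the list alone was 2 without AOS0 replicate 3 or B+A0 replicate 2 and 1 without B+A0 replicate 3. Of 24 lipid absorption genes 17 were below 0 (median -0.14, camera adjusted p = 0.0453, adjusted p = 0.780 with an estimated correlation); Cd36, a fatty acid transporter, fell by 1.34 on the log2 scale, and 3 were lower over the list alone. That call was lost without AOS0 replicate 2 (adjusted p = 0.165), AOS0 replicate 3 (0.0927), B+A0 replicate 2 (0.516, median -0.015) or B+A0 replicate 3 (0.251, median -0.049). The lipid median was -0.47 without B+A0 replicate 1, with 10 lower over all genes and 13 over the list alone. Without any other of the 6 libraries no lipid gene passed over all genes, and over the list alone 1 was lower without AOS0 replicate 1 and none without the rest. Goblet cells make mucus, and 15 of 18 of their genes were below 0 (median -0.22, camera adjusted p = 0.0264, adjusted p = 0.710 with an estimated correlation), with none passing over all genes and 2 over the list alone. The goblet call was lost without AOS0 replicate 2 (adjusted p = 0.0952), AOS0 replicate 3 (0.145) or B+A0 replicate 2 (0.211, median -0.15). No goblet gene was lower over the list alone without any 1 of these 3 libraries or B+A0 replicate 3, and 4 were without AOS0 replicate 1. Over all genes 4 goblet genes were lower without B+A0 replicate 1, and 5 over the list alone.

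The 18 circadian clock genes went both ways, with 12 below 0 and 6 above (median -0.10, camera adjusted p = 0.0453, adjusted p = 0.434 with an estimated correlation). Camera tests a shift in 1 direction, so opposite changes within a list can cancel. The list was also called by fry (adjusted p = 0.00288), and the fry test for changes in either direction gave adjusted p = 1.9e-08. When adjusted over the list alone, 6 were lower and 1, Per1, was higher, with a log2 fold change of 0.86. Tef and Cry2 were among the members that fell over all genes, with log2 fold changes of -1.32 and -0.99. No clock gene fell over all genes without AOS0 replicate 1, AOS0 replicate 2, AOS0 replicate 3, B+A0 replicate 2 or B+A0 replicate 3, and 1 rose without B+A0 replicate 1. The clock call was lost without AOS0 replicate 2 (adjusted p = 0.0952), B+A0 replicate 1 (0.0884) or B+A0 replicate 2 (0.0996), and none was higher over the list alone without AOS0 replicate 3 or B+A0 replicate 2. Of 16 stem cell genes and 30 cell cycle genes none passed, and Lgr5, a marker of crypt stem cells, had a log2 fold change of -0.22 (SE 0.24) and Mki67, a marker of dividing cells, -0.14 (SE 0.20). The number of genes called ranged from 21 (without B+A0 replicate 3) to 1099 (without B+A0 replicate 1) when 1 library was left out, and was 42 without AOS0 replicate 1, 53 without AOS0 replicate 3, 112 without B+A0 replicate 2 and 213 without AOS0 replicate 2. Of the 51 named genes called, 8 (Hsph1, Banp, Cyp3a25, Creld2, Hyou1, Herpud1, Pdia4 and Kit) passed under every alternative tried.

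The comparison of B+A10 with B+A0 asked whether AOS changed transcripts after busulfan. No gene passed the edgeR threshold; 1210 genes had an unadjusted p under 0.05, the smallest adjusted p was 0.0826, and DESeq2 called 76. Among the genes with the smallest p that did not pass, Adh1, an alcohol dehydrogenase, was at 181.2 ± 22.5 CPM in B+A0 and 378.8 ± 85.4 CPM in B+A10 (log2 fold change 1.06, SE 0.16, adjusted p = 0.0826, edgeR), Pard3b had a log2 fold change of 0.63, and Duox2 and Duoxa2, an epithelial oxidase and its maturation factor, had -0.69 and -1.07. Egr1, an immediate early gene, had a log2 fold change of 3.95 (adjusted p = 0.145, edgeR). T and NK cell genes had a median log2 fold change of 1.12, with 9 of 17 higher when adjusted over the list alone and none over all genes (camera adjusted p = 2.2e-10, adjusted p = 0.449 with an estimated correlation). The median was 0.66, with no member passing over the list alone, without B+A10 replicate 2. No member passed over the list alone without B+A0 replicate 3 either, while 14 did without B+A0 replicate 1 and 15 without B+A10 replicate 1. Without B+A0 replicate 1 or B+A10 replicate 3, 45 and 51 genes were called.

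In all, 17 of 38 gene lists were called by camera between B+A10 and B+A0 and none with an estimated correlation. No member of any of them passed over all genes. All 23 brush border and digestion genes were above 0 (median 0.31, camera adjusted p = 2.3e-06, adjusted p = 0.507 with an estimated correlation), as were all 24 lipid absorption genes (median 0.30, camera adjusted p = 2.3e-06, adjusted p = 0.507 with an estimated correlation), and none passed over either list alone. Without B+A0 replicate 1 the 2 medians were 0.61 and 0.60, with 2 higher in each list over all genes and 22 and 20 over the list alone. The medians were 0.16 and 0.17 without B+A0 replicate 3 and 0.20 and 0.19 without B+A10 replicate 2, and the lipid median was 0.18 without B+A0 replicate 2. Without B+A10 replicate 3, 4 brush border and 7 lipid genes were higher over the list alone, and without B+A10 replicate 1, 1 lipid gene was. Of 18 enteroendocrine genes 16 were above 0 (median 0.33, camera adjusted p = 1.6e-05, adjusted p = 0.449 with an estimated correlation). The 4 that were higher over the list alone were Tph1, Chgb, Sst and Reg4, with log2 fold changes of 1.65, 0.66, 0.61 and 0.47. None was without B+A0 replicate 1, and 2 were without B+A0 replicate 2 or B+A10 replicate 1. Of 25 xenobiotic metabolism genes 22 were above 0 (median 0.47, camera adjusted p = 5.0e-07, adjusted p = 0.449 with an estimated correlation). None of these passed over the list alone, but 11 did without B+A0 replicate 1, 6 without B+A10 replicate 1 or B+A10 replicate 3 and 2 without B+A0 replicate 2.

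Lists of dividing cells, Paneth cells and cholesterol synthesis were lower in B+A10 than in B+A0. All 30 cell cycle genes were below 0 (median -0.18, camera adjusted p = 8.7e-07, adjusted p = 0.507 with an estimated correlation), and none passed over the list alone. Mki67, the marker of dividing cells, was among them with a log2 fold change of -0.00029 (SE 0.20). The cell cycle median was -0.28 without B+A0 replicate 1, with 6 lower over the list alone, and -0.083 without B+A0 replicate 3, and 3 were lower over the list alone without B+A10 replicate 3. Paneth cells secrete antimicrobial peptides in the crypts, and 15 of 16 of their genes were below 0 (median -0.30, camera adjusted p = 0.00531, adjusted p = 0.507 with an estimated correlation; median -0.19 without B+A0 replicate 3), with none passing over the list alone. Of 24 cholesterol synthesis genes 23 were below 0 and 4 were lower over the list alone (median -0.20, camera adjusted p = 5.0e-08, adjusted p = 0.449 with an estimated correlation). That count was 8 without B+A0 replicate 2, 10 without B+A10 replicate 3 (median -0.30) and 0 without B+A0 replicate 3, B+A10 replicate 1 or B+A10 replicate 2. B+A0 also enters the comparison of busulfan with untreated samples, in which the brush border, lipid, enteroendocrine and xenobiotic lists were lower by camera and the Paneth list higher, so the values of these 2 comparisons are not independent.

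Other lists called in B+A10 against B+A0 lost the camera call without at least 1 library. Immediate early and heat shock genes had a median of 0.50, with Egr1 and Fos higher over the list alone (camera adjusted p = 0.000211, adjusted p = 0.507 with an estimated correlation). Their call was lost without B+A10 replicate 1 (adjusted p = 0.151, median 0.29), and 1 was higher over the list alone without B+A0 replicate 2, B+A0 replicate 3 or B+A10 replicate 1, against 6, and 2 over all genes, without B+A10 replicate 3. Clock genes had a median of 0.20 (camera adjusted p = 0.00531, adjusted p = 0.199 with an estimated correlation; lost without B+A10 replicate 1, adjusted p = 0.0519). None passed over the list alone, while 6 did, with 1 over all genes, without B+A10 replicate 3, and 1 without B+A0 replicate 1 or B+A10 replicate 1. Interferon response genes had a median of 0.15 (camera adjusted p = 0.00782, adjusted p = 0.75 with an estimated correlation), with a loss of the call without B+A0 replicate 2 (adjusted p = 0.230, median 0.073), B+A0 replicate 3 (0.666, median -0.0090) or B+A10 replicate 3 (0.185, median 0.053). The interferon median was 0.56 without B+A0 replicate 1, with 10 higher over the list alone against none in the full set, and it was 0.24 without B+A10 replicate 1. PPAR-alpha target and fatty acid oxidation genes had a median of 0.13 and none over the list alone (camera adjusted p = 0.00782, adjusted p = 0.686 with an estimated correlation). The call was lost without B+A0 replicate 3 (adjusted p = 0.355, median 0.073) or B+A10 replicate 2 (0.710, median 0.059). Without B+A0 replicate 1 the median was 0.26 with 3 higher over the list alone, and 2 were without B+A10 replicate 1 and 1 without B+A10 replicate 3. Targets of p53 had a median of 0.13 and 2 higher over the list alone (camera adjusted p = 0.00782, adjusted p = 0.199 with an estimated correlation; lost without B+A10 replicate 1, adjusted p = 0.0563). Their median was 0.21 without B+A0 replicate 1, B+A0 replicate 2 or B+A10 replicate 2, none was higher over the list alone without B+A0 replicate 2, B+A0 replicate 3, B+A10 replicate 1 or B+A10 replicate 2, and 1 was over all genes without B+A0 replicate 1 or B+A10 replicate 3. Epithelial antimicrobial and barrier genes had a median of -0.42 and 3 lower over the list alone (camera adjusted p = 0.00962, adjusted p = 0.507 with an estimated correlation; lost without B+A0 replicate 1, adjusted p = 0.0878, or B+A10 replicate 1, adjusted p = 0.122). The median was -0.24 without B+A0 replicate 3, and without B+A10 replicate 3, 5 were lower over the list alone and 1 over all genes. Genes of the proximal small intestine (median 0.20, camera adjusted p = 0.0452, adjusted p = 0.507 with an estimated correlation), of adipose tissue (0.30, 0.0444 and 0.449) and of oxidative phosphorylation (-0.054, 0.0106 and 0.653) had none over the list alone. The proximal call was lost without B+A0 replicate 2 (adjusted p = 0.432, median 0.11), B+A10 replicate 2 (0.239, median 0.10) or B+A10 replicate 3 (0.0869), with medians of 0.43 without B+A0 replicate 1 and 0.31 without B+A10 replicate 1. The adipose call was lost without B+A0 replicate 2 (0.135), B+A0 replicate 3 (0.155), B+A10 replicate 1 (0.151) or B+A10 replicate 2 (0.0658, median 0.15), with a median of 0.48 without B+A0 replicate 1. The oxidative phosphorylation call was lost without B+A0 replicate 1 (0.0638), B+A0 replicate 3 (0.0696, median -0.030) or B+A10 replicate 1 (0.194), with medians of -0.083 without B+A0 replicate 2 and -0.099 without B+A10 replicate 3.

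The comparison of AOS10 with AOS0 asked what AOS changed without busulfan. No gene passed the edgeR threshold (768 at an unadjusted p under 0.05, smallest adjusted p 0.119), while DESeq2 called 63 and edgeR fitted on these 2 groups alone called 62. Interferon response genes had a median log2 fold change of 0.83, and 17 of 30 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 1.1e-21, adjusted p = 0.710 with an estimated correlation). The count over the list alone was 11 without AOS0 replicate 2 or AOS10 replicate 1. Mean list scores were -0.37 in AOS0, 0.38 in AOS10, -0.12 in B+A0 and 0.11 in B+A10. Against the same AOS0 libraries the list was also higher by camera in B+A0, which had no AOS (median 0.31, adjusted p = 0.00748; adjusted p = 0.719 with an estimated correlation; 1 of 30 higher over all genes and 1 over the list alone), and in B+A10 (median 0.46, adjusted p = 3.2e-07; adjusted p = 0.768 with an estimated correlation; 1 higher over all genes and 12 over the list alone). The B+A0 call was lost without AOS0 replicate 2 (adjusted p = 0.208, median 0.18) or B+A0 replicate 1 (adjusted p = 0.871, median 0.0046), and its median was 0.63 without AOS0 replicate 1 and 0.51 without B+A0 replicate 3. Over the list alone none was higher in B+A0 without AOS0 replicate 2, AOS0 replicate 3 or B+A0 replicate 1, 2 were without B+A0 replicate 2 and 6 without B+A0 replicate 3, and over all genes none was higher without any 1 of the 6 libraries. For B+A10 the median was 0.76 without AOS0 replicate 1, and none was higher over the list alone without AOS0 replicate 2, 7 without AOS0 replicate 3 and 6 without B+A10 replicate 3. Over all genes 1 was higher in B+A10 without B+A10 replicate 2 or B+A10 replicate 3, and none without each of the other 4 libraries. Oas1a, an antiviral synthetase (gene ID 246730), was at 149.4 ± 23.3 CPM in AOS0 and 303.2 ± 56.1 CPM in AOS10 (log2 fold change 1.02, SE 0.16, adjusted p = 0.119, edgeR). Cholesterol synthesis genes had a median of -0.19, with 3 of 24 lower over the list alone (camera adjusted p = 3.7e-09, adjusted p = 0.749 with an estimated correlation). None was lower over the list alone without AOS0 replicate 2, AOS0 replicate 3, AOS10 replicate 1 or AOS10 replicate 2, and 12 were without AOS10 replicate 3 (median -0.30). Without AOS10 replicate 3, 13 genes were called, 5 of them interferon response members.

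In all, 10 of 38 lists were called by camera between AOS10 and AOS0 and none with an estimated correlation. No member of any of them passed over all genes. Of 18 enteroendocrine genes 16 were above 0 (median 0.47, camera adjusted p = 9.8e-08, adjusted p = 0.704 with an estimated correlation). The 5 that were higher over the list alone were Ghrl, Cck, Chgb, Gcg and Chga, which encode gut hormones and granins of their secretory granules, with log2 fold changes of 0.80, 0.76, 0.58, 0.53 and 0.52. None was higher over the list alone without AOS0 replicate 1 or AOS10 replicate 1, 3 were without AOS10 replicate 2 or AOS10 replicate 3, and 8 were without AOS0 replicate 3. PPAR-alpha target and fatty acid oxidation genes had a median of 0.15, with 19 of 21 above 0 and 1 higher over the list alone (camera adjusted p = 3.1e-05, adjusted p = 0.922 with an estimated correlation). That 1 call was lost in each leave-out but that of AOS10 replicate 1. Lipid absorption genes (19 of 24 above 0, median 0.20, camera adjusted p = 0.00503, adjusted p = 0.922 with an estimated correlation) and brush border genes (19 of 23 above 0, median 0.17, camera adjusted p = 0.0204, adjusted p = 0.933 with an estimated correlation) had none over the list alone. Without AOS0 replicate 1 both calls were lost (adjusted p = 0.0682 and 0.0964), and the brush border call was also lost without AOS10 replicate 2 (adjusted p = 0.0660). Of 20 unfolded protein genes 17 were above 0 (median 0.10, camera adjusted p = 0.00239, adjusted p = 0.922 with an estimated correlation), with none over the list alone. The call was lost without AOS0 replicate 1 (adjusted p = 0.0645), and the median was 0.056 without AOS10 replicate 3. Cell cycle genes were lower (27 of 30 below 0, median -0.13, camera adjusted p = 0.000307, adjusted p = 0.922 with an estimated correlation), with none over the list alone and 1 without AOS0 replicate 3. Their call was lost without AOS0 replicate 1 (adjusted p = 0.143, median -0.071), and the median was -0.22 without AOS0 replicate 3 and -0.19 without AOS10 replicate 1. Leukocyte lists were lower too, with none passing over the list alone: 16 of 17 T and NK cell genes were below 0 (median -0.43, camera adjusted p = 0.0142, adjusted p = 0.922 with an estimated correlation) and 7 of 7 macrophage and monocyte genes (median -0.27, camera adjusted p = 0.0196, adjusted p = 0.922 with an estimated correlation). The T and NK call was lost without AOS0 replicate 1 (adjusted p = 0.163, median -0.18), AOS0 replicate 3 (0.0977) or AOS10 replicate 2 (0.223). The macrophage call was lost without AOS0 replicate 3 (adjusted p = 0.526, median -0.052), and the median was -0.51 without AOS0 replicate 2 and -0.44 without AOS10 replicate 3, with 1 lower over the list alone without AOS10 replicate 1.

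The comparison of B+A10 with AOS10 measured the busulfan effect in the presence of AOS. Of 12329 genes, 18 rose and 2 fell. Of 20 unfolded protein genes 3 rose (Creld2, Herpud1 and Hyou1; 12 higher and 1 lower over the list alone; camera adjusted p = 4.8e-10, adjusted p = 0.354 with an estimated correlation). None of them passed over all genes without AOS10 replicate 1, AOS10 replicate 2, AOS10 replicate 3 or B+A10 replicate 1, and 5 did without B+A10 replicate 2. Without AOS10 replicate 1, 8 were higher over the list alone. Hsph1 rose by a log2 fold change of 1.97 (SE 0.26, adjusted p = 0.0274, edgeR) and Hspa8, a constitutive chaperone, by 0.82. Egr1 rose from 7.60 ± 1.80 to 149.6 ± 148.0 CPM, a spread nearly as wide as the mean. The 12 immediate early genes had a median log2 fold change of 0.40 in this comparison, beside 0.38 for the 24 heat shock and unfolded protein genes; it was 0.097 without B+A10 replicate 1 and 0.63 without B+A10 replicate 3. Usp2, a deubiquitinase, fell. T and NK cell genes had a median log2 fold change of -0.10, with 11 of 17 below 0, and none passed over all genes or over the list alone (camera adjusted p = 0.105, adjusted p = 0.763 with an estimated correlation). The median was -0.65 without B+A10 replicate 2, and above 0 without AOS10 replicate 1 (0.055), B+A10 replicate 1 (0.16) or B+A10 replicate 3 (0.056).

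Mast cell and eosinophil genes were lower by camera in this comparison too, with 6 of 7 below 0 and a median of -1.51 (camera adjusted p = 0.000447, adjusted p = 0.354 with an estimated correlation). None passed over all genes, and the 4 that were lower over the list alone were Cpa3, Mcpt1, Mcpt2 and Mcpt4, with log2 fold changes of -2.63, -1.66, -1.64 and -1.51. None was lower over the list alone without AOS10 replicate 3, B+A10 replicate 1 or B+A10 replicate 3, and without B+A10 replicate 2, 2 were lower over all genes. The camera call held without each of the 6 libraries, with medians of -1.92 to -1.31. All 12 tuft cell genes were below 0 (median -0.77, camera adjusted p = 3.7e-05, adjusted p = 0.444 with an estimated correlation), a call that also held without each library. None of them passed over all genes, and 3 were lower over the list alone, Matk, Avil and Trpm5, with log2 fold changes of -1.30, -0.97 and -0.91. That count was 0 without AOS10 replicate 1, AOS10 replicate 3 (median -0.42) or B+A10 replicate 3, 1 without B+A10 replicate 1 or B+A10 replicate 2, and 7 without AOS10 replicate 2. Enteroendocrine genes had a median of -0.33, with 15 of 18 below 0 (camera adjusted p = 0.000447, adjusted p = 0.444 with an estimated correlation), and none passed over all genes or over the list alone (1 over the list alone without B+A10 replicate 2). Immediate early and heat shock genes together had a median of 0.50, with Egr1 and Hsph1 passing over all genes and 7 over the list alone (camera adjusted p = 9.5e-06, adjusted p = 0.444 with an estimated correlation). Their median was 0.78 without AOS10 replicate 1 and 0.23 without B+A10 replicate 1. Over all genes 5 passed without B+A10 replicate 2 and none without AOS10 replicate 1, AOS10 replicate 2, AOS10 replicate 3 or B+A10 replicate 1.

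The other lists called in B+A10 against AOS10 had no member past the threshold over all genes, and each lost its call without at least 1 library. Goblet cell genes had a median of -0.24 (camera adjusted p = 0.000761, adjusted p = 0.711 with an estimated correlation; adjusted p = 0.0865 and median -0.13 without AOS10 replicate 3). Interferon response genes had a median of -0.31 (camera adjusted p = 0.00133, adjusted p = 0.711 with an estimated correlation; adjusted p = 0.0522 and median -0.16 without AOS10 replicate 1). Paneth cell genes had a median of 0.30 (camera adjusted p = 0.0112, adjusted p = 0.711 with an estimated correlation), with a loss of the call without AOS10 replicate 2 (adjusted p = 0.0604), AOS10 replicate 3 (0.153, median 0.14) or B+A10 replicate 3 (0.0868), and a median of 0.59 without AOS10 replicate 1. PPAR-alpha target genes had a median of -0.14 (camera adjusted p = 0.0283, adjusted p = 0.711 with an estimated correlation), lost without AOS10 replicate 2 (adjusted p = 0.0604), B+A10 replicate 1 (0.237, median -0.051) or B+A10 replicate 3 (0.466, median -0.046). The median was -0.28 without B+A10 replicate 2. Xenobiotic metabolism genes had a median of -0.18 (camera adjusted p = 0.0417, adjusted p = 0.711 with an estimated correlation), lost without AOS10 replicate 2 (adjusted p = 0.0837), AOS10 replicate 3 (0.128), B+A10 replicate 1 (0.245, median -0.12) or B+A10 replicate 3 (0.458). The median was -0.28 without B+A10 replicate 2. Genes of the distal small intestine had a median of -0.13 (camera adjusted p = 0.0299, adjusted p = 0.711 with an estimated correlation), lost without AOS10 replicate 2 (adjusted p = 0.0752, median -0.036), B+A10 replicate 1 (0.121) or B+A10 replicate 3 (0.230, median -0.20). The median was -0.20 without B+A10 replicate 2. Oxidative phosphorylation genes had a median of -0.055 (camera adjusted p = 0.0299, adjusted p = 0.711 with an estimated correlation), lost without AOS10 replicate 3 (adjusted p = 0.499, median -0.013), B+A10 replicate 1 (0.263, median -0.033) or B+A10 replicate 3 (0.0550). The 4 replication-dependent histone genes had a median of -0.49 (camera adjusted p = 0.0299, adjusted p = 0.444 with an estimated correlation), lost without AOS10 replicate 1 (adjusted p = 0.0901), AOS10 replicate 2 (0.0604) or B+A10 replicate 3 (0.206). The 4 B cell genes had a median of -0.58 (camera adjusted p = 0.0329, adjusted p = 0.444 with an estimated correlation), lost without AOS10 replicate 2 (adjusted p = 0.108, median -0.37), AOS10 replicate 3 (0.104, median -0.34), B+A10 replicate 1 (0.150, median -0.38), B+A10 replicate 2 (0.141) or B+A10 replicate 3 (0.145). Among these lists 1 PPAR-alpha target and 1 histone gene were lower and 1 xenobiotic gene was higher over the list alone. Those single calls were lost without AOS10 replicate 2, and for the first 2 without AOS10 replicate 1. The PPAR-alpha one was also lost without B+A10 replicate 1 and became 2 without B+A10 replicate 2, and 2 histone genes were lower without B+A10 replicate 1.

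No gene was called between B+A10 and AOS10 without AOS10 replicate 1, AOS10 replicate 2 or B+A10 replicate 1, 1 without AOS10 replicate 3, and 61 without B+A10 replicate 2. None was called when only these 2 groups were fitted. DESeq2 called 137 genes, edgeR on every gene with at least 1 count 40, limma on log2(FPKM + 1) 7 and the replicate block 3. The main fit called 20.

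Against untreated samples, 93 genes were higher and 25 lower with busulfan plus AOS (B+A10), against 53 and 54 by limma on log2(FPKM + 1). Of the 20 unfolded protein genes 7 were higher, and 13 over the list alone (median 0.50, camera adjusted p = 1.9e-12, adjusted p = 0.296 with an estimated correlation). The count over all genes was 4 without AOS0 replicate 1, AOS0 replicate 3 or B+A10 replicate 1. Egr1 had a log2 fold change of 4.45 (SE 0.70, adjusted p = 0.0131, edgeR). The heat shock genes Hspa1b and Hsph1 had 2.61 and 2.50, Serpinh1, a collagen chaperone, 2.36, Phlda1 2.34 and Chac1, a glutathione-degrading enzyme, 2.33. Among the falls were Fzd6, a Wnt receptor, at -1.23 and Cd53, a leukocyte tetraspanin, at -1.17. None of the 17 T and NK cell genes passed over all genes and 2 were lower over the list alone (median -0.54, camera adjusted p = 0.0006, adjusted p = 0.768 with an estimated correlation). Over the list alone 10 were lower without B+A10 replicate 2 (median -1.07), and none without B+A10 replicate 1 (median -0.31), B+A10 replicate 3 (-0.34), AOS0 replicate 1 or AOS0 replicate 3. The camera call was lost without B+A10 replicate 1 (adjusted p = 0.0550) or B+A10 replicate 3 (adjusted p = 0.0958).

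Mast cell and tuft cell lists were lower in B+A10 than in untreated samples as well, and both camera calls held without each of the 6 libraries. The mast cell and eosinophil median was -1.95, with 5 of 7 lower over the list alone and none over all genes (camera adjusted p = 0.000211, adjusted p = 0.323 with an estimated correlation). Over all genes 2 were lower without B+A10 replicate 2 and 1 without AOS0 replicate 1 or B+A10 replicate 3. The tuft cell median was -0.89, with all 12 below 0 and 5 lower over the list alone (camera adjusted p = 1.8e-06, adjusted p = 0.473 with an estimated correlation). That count was 0 without AOS0 replicate 2, AOS0 replicate 3, B+A10 replicate 1 or B+A10 replicate 3 and 2 without B+A10 replicate 2. All 24 cholesterol synthesis genes were below 0, with 9 lower over the list alone and 1, Fdft1 (log2 fold change -0.62), over all genes (median -0.22, camera adjusted p = 1.0e-06, adjusted p = 0.659 with an estimated correlation). Over all genes 2 passed without B+A10 replicate 2, 4 without B+A10 replicate 3 and none without each of the other 4 libraries. Of 17 immediate early and heat shock genes 5 were higher over all genes and 6 over the list alone (median 0.72, camera adjusted p = 7.5e-07, adjusted p = 0.488 with an estimated correlation). Over all genes 2 were higher without AOS0 replicate 1, 1 without AOS0 replicate 3 and 9, with 11 over the list alone, without B+A10 replicate 3, and the median was 0.37 without B+A10 replicate 1. Goblet cell genes had a median of -0.18 (camera adjusted p = 0.0151, adjusted p = 0.768 with an estimated correlation), lost without AOS0 replicate 2 (adjusted p = 0.0612), AOS0 replicate 3 (0.136) or B+A10 replicate 3 (0.246). The 4 B cell genes had a median of -0.69 (camera adjusted p = 0.0353, adjusted p = 0.473 with an estimated correlation), lost without AOS0 replicate 3 (adjusted p = 0.136), B+A10 replicate 1 (0.0536), B+A10 replicate 2 (0.0686) or B+A10 replicate 3 (0.177).

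The count of genes called for B+A10 against untreated samples was 12 without AOS0 replicate 3, 22 without AOS0 replicate 1, 30 without B+A10 replicate 1, 42 without AOS0 replicate 2 and 763 without B+A10 replicate 3, and 18 when only these 2 groups were fitted.

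**Figure D2:**
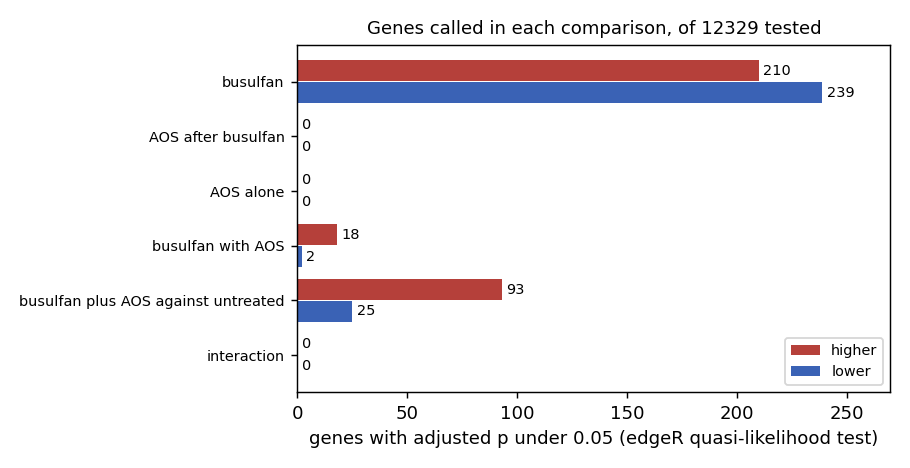
Bars give the number of genes higher or lower in each comparison at an adjusted p under 0.05 (edgeR, 12329 genes tested), with the counts printed beside them. Busulfan alone gives 210 higher and 239 lower, and the comparisons of AOS and the interaction give none.

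**Figure D3:**
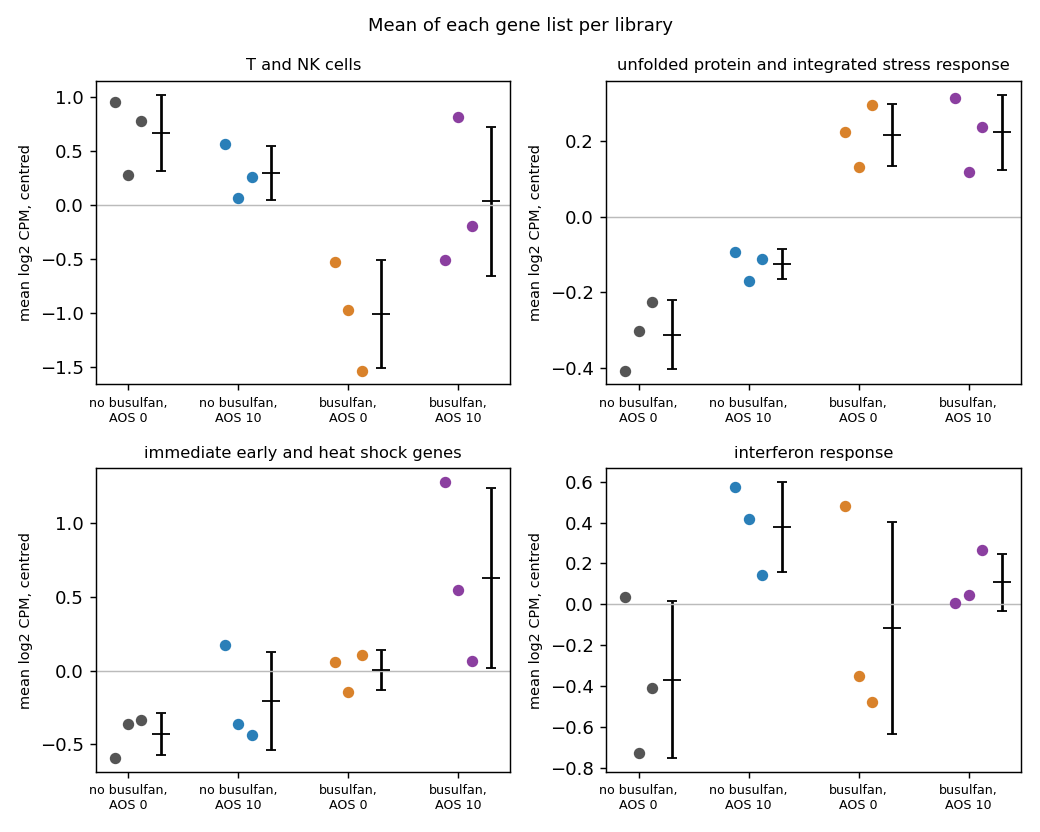
Each panel gives 1 gene list; points are the 12 libraries, with each list's mean log2 CPM centred on its mean over all libraries, and bars give the group mean and SD (n = 3). For the unfolded protein list both busulfan groups lie above both groups without it, with means of 0.22 in B+A0 and 0.22 in B+A10 against -0.31 in AOS0 and -0.13 in AOS10.

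The interaction asked whether the AOS effect differed with and without busulfan. No gene passed (844 at an unadjusted p under 0.05, smallest adjusted p 0.499, edgeR; DESeq2 called 16). The busulfan effects with and without AOS, which share no library, correlated across genes at r = 0.264 (rho 0.391); genes are not independent replicates. The correlation was 0.152 without B+A10 replicate 1, 0.161 without AOS0 replicate 3, and 0.558 over genes called in either comparison. Of the 449 genes called for busulfan, 399 (88.9%) had the same sign in B+A10 against AOS10. The share was 64.0% over all tested genes, which were not chosen by their busulfan effect. Of the 449, 15 were called in both, where independent lists give 0.307 higher and 0.0388 lower genes. Over the 449, the median ratio of the busulfan effect with AOS to that without was 0.336. These genes were chosen by the effect without AOS, which alone can lower the ratio, so it does not by itself show a weaker effect with AOS.

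Of the same 449 genes, 392 (87.3%) had an opposite sign in B+A10 against B+A0. Because B+A0 enters both comparisons, part of this arises without any AOS effect: 20 simulations without one gave 67.9% (66.0% to 69.9%). Of the 239 genes lower after busulfan, 228 had an opposite sign, with a median log2 fold change of 0.56 (simulated 0.10). Of the 210 higher genes 164 had, with a median of -0.12 (simulated -0.069). The covariance of the fold changes was -0.0816, against a simulated -0.0323 (-0.0393 to -0.0261). The simulations called 760 genes on average, more than the 449 observed, and drew genes independently, and B+A0 holds too few libraries to be split.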

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

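The tests of stromal, leukocyte and immediate early genes and of single libraries were chosen after the results were seen, as was the 5 CPM floor used to judge whether their values could count against an explanation; those of GC content and length were not. In all, 7 gene lists had an AOS effect that differed with and without busulfan by camera on the interaction, and none of them did with an estimated correlation (smallest adjusted p = 0.530). The median interaction on the log2 scale was 1.60 for T and NK cells (15 of 17 members higher over the list alone), -0.59 for the interferon response, 0.33 for xenobiotic metabolism, 0.27 for the circadian clock, -0.20 for the unfolded protein response, -0.12 for glutathione and NRF2 genes and 0.072 for epithelial junctions. Of the T and NK genes, none was higher over the list alone without AOS10 replicate 2 or B+A10 replicate 2 (median 1.06 without the latter), 3 were without AOS10 replicate 3, 4 without AOS0 replicate 3 or B+A0 replicate 3, 5 without AOS0 replicate 1 and 8 without B+A0 replicate 2. The interferon median was -0.22 without B+A0 replicate 1. The xenobiotic call was lost without AOS0 replicate 2, B+A0 replicate 3 or B+A10 replicate 2 (largest adjusted p = 0.165), and its median was 0.22 without B+A0 replicate 3 and 0.53 without B+A0 replicate 1. The clock call was lost without AOS0 replicate 2, B+A0 replicate 2 or B+A10 replicate 1 (largest adjusted p = 0.151), with a median of 0.16 without B+A10 replicate 1. The unfolded protein call was lost without B+A10 replicate 2 (adjusted p = 0.0507). The glutathione call was lost without AOS0 replicate 1, AOS0 replicate 2, AOS10 replicate 3, B+A0 replicate 1, B+A0 replicate 2, B+A10 replicate 1 or B+A10 replicate 3 (largest adjusted p = 0.151), with a median of -0.079 without B+A0 replicate 1. The junction call was lost without AOS0 replicate 2, AOS0 replicate 3, B+A0 replicate 2, B+A10 replicate 1 or B+A10 replicate 2 (largest adjusted p = 0.209), with a median of 0.13 without B+A10 replicate 3.

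T and NK cell genes were lower after busulfan, with a median log2 fold change of -1.69. Removing a trend with GC content and gene length left a median of -1.62, and leaving out 1 library gave -2.10 (without B+A0 replicate 1) to -1.45 (without B+A0 replicate 3). Sampling of less non-epithelial tissue would lower stromal genes alike; 14 fibroblast, endothelial and smooth muscle genes at 1 CPM or more had a median of -0.11, but only 4 of them had a mean of 5 CPM or more. Less lamina propria also stays open: the 10 fibroblast and matrix genes had a median of -0.56 (-1.01 without B+A0 replicate 1, -0.36 without B+A0 replicate 2) and a lower quartile of -1.21, and 1 of them reached 5 CPM. The 4 erythroid genes had a median of -1.76 in B+A0 against AOS0, with 3 below 0 and no camera call (adjusted p = 0.177). Of these 4 genes, 3 were lower over the list alone and none over all genes. The erythroid median was -2.22 without B+A0 replicate 3 and -0.49 without AOS0 replicate 3. Fewer T and NK cells, a candidate explanation, stays open as a hypothesis, and whole-tissue RNA does not separate cell number from expression per cell.

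Heat shock and unfolded protein genes were higher with busulfan, with a median of 0.65 over 24 genes in B+A0 against AOS0. Handling before freezing may induce chaperones together with immediate early genes. In B+A0 against AOS0 the 12 immediate early genes had a median of 0.038 (at most 0.15 when 1 library was left out, AOS0 replicate 3), below the 0.65 of the chaperones, with 6 of them at a mean of 5 CPM or more, and removing the GC and length trend left 0.74. In B+A10 against AOS10 they had a median of 0.40 beside 0.38 for the chaperones, so there handling remains a candidate explanation; without B+A10 replicate 1 the medians were 0.097 and 0.42, and without B+A10 replicate 3 they were 0.63 and 0.32. Handling that spares immediate early genes was not tested.

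Interferon response genes were higher with AOS alone, with a median of 0.83. Leaving out 1 library gave 0.67 (without AOS0 replicate 2) to 1.11 (without AOS0 replicate 1), and removing the GC and length trend left 0.84. More leukocytes would raise leukocyte genes too. However, 23 T, NK, B and macrophage genes at 1 CPM or more had a median of -0.33 and an upper quartile of -0.23. Of these 23 genes, 13 had a mean of 5 CPM or more. Against the same AOS0 libraries B+A0, which had no AOS, had a median of 0.31 (0.0046 without B+A0 replicate 1, 0.18 without AOS0 replicate 2, 0.51 without B+A0 replicate 3, 0.63 without AOS0 replicate 1), so low values in AOS0, an effect of AOS, and a difference in infection or housing all stay open; in AOS10 against AOS0 no single gene passed over all genes.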

How the results depend on the processing

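Of 73 list calls by camera over the 6 comparisons, none held with an estimated correlation and 9 held with fry; none reversed, and no named gene reversed a called direction. Values under the settings that moved a total or its split into higher and lower genes by more than 1.5 times follow; causes were not tested beyond the smaller number of libraries. DESeq2 called 995 genes for busulfan, 76 for AOS after busulfan, 63 for AOS alone, 137 for busulfan with AOS, 459 for busulfan plus AOS against untreated and 16 for the interaction. With every gene with at least 1 count, AOS after busulfan called 5, AOS alone 8 and busulfan with AOS 40. Fits of only the 2 groups compared called 241 for busulfan, 62 for AOS alone, 0 for busulfan with AOS and 18 for busulfan plus AOS against untreated. With a mean of at least 1 CPM, busulfan with AOS called 18 higher and 1 lower against 18 and 2. limma on log2(FPKM + 1), chosen after seeing the data, called 7 for busulfan with AOS, and split the calls otherwise: for busulfan 131 higher and 305 lower against 210 and 239, and for busulfan plus AOS against untreated 53 and 54 against 93 and 25. Leaving out 1 library gave 21 to 1099 for busulfan, 0 to 51 for AOS after busulfan, 0 to 13 for AOS alone, 0 to 61 for busulfan with AOS, 12 to 763 for busulfan plus AOS against untreated and 0 to 1 for the interaction. The correlation of busulfan effects was 0.558 over genes called in either comparison and 0.152 to 0.380 without 1 library, and the opposite-sign share was 67.4% over all tested genes (61.8%, from 61.1% to 62.4%, in simulations without an AOS effect) and 71.4% to 93.7% without 1 library. 1 further fit, without a pair of libraries picked by their values, was run and discarded because such a choice follows the outcome. A pseudocount does not apply to the count test.

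With the replicate block, the counts were 193 for busulfan, 4 for AOS after busulfan, 15 for AOS alone, 3 for busulfan with AOS, 83 for busulfan plus AOS against untreated (69 higher, 14 lower) and 0 for the interaction. Replicate numbers did not pair the libraries: same-numbered libraries had residual correlations of -0.162 to 0.173, 1 of 18 over 0.1, and 2 of 12 libraries correlated best with their own number. Pairs with different numbers ranged more widely, from -0.237 (B+A0 replicate 3 with B+A10 replicate 2) to 0.334 (B+A0 replicate 1 with B+A10 replicate 2). A factor shared between groups under other numbers was therefore not excluded. The replicate block does not model it, and it was not tested.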

Other observations

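Transcripts of 3 Hoxb genes, which mark position along the gut, were highest in the untreated group. Hoxb9 was at 11.1 ± 5.36 CPM in AOS0, 0.598 ± 0.189 in AOS10, 1.13 ± 0.686 in B+A0 and 2.36 ± 2.61 in B+A10 (SD, n = 3), and Hoxb6 and Hoxb8 were also highest in AOS0, at 4.30 ± 1.98 and 3.03 ± 1.44 CPM. Hoxb9 was low in AOS10 too, so its lower value in B+A0 was not specific to busulfan. Whether the AOS0 samples came from another position along the gut was not tested. Such a difference would bear on each comparison against AOS0. B3galt5, a glycosyltransferase, was at 172.1 ± 102.2 CPM in B+A0 against 30.5 ± 22.0 in AOS0, 32.8 ± 6.22 in AOS10 and 43.1 ± 19.1 in B+A10. Tuft cell genes had a median log2 fold change of -0.82 after busulfan, with 4 of 12 lower when adjusted over the list alone (camera adjusted p = 4.9e-05, adjusted p = 0.510 with an estimated correlation). Over the list alone 1 tuft cell gene was lower without AOS0 replicate 2, B+A0 replicate 1 or B+A0 replicate 3. Paneth cell genes had a median of 0.60 (0.40 without AOS0 replicate 3), with none of 16 called over all genes and 1 higher over the list alone (camera adjusted p = 7.9e-05, adjusted p = 0.510 with an estimated correlation). Over all genes 1 Paneth cell gene was called without B+A0 replicate 1, and over the list alone none was higher without AOS0 replicate 1, AOS0 replicate 3, B+A0 replicate 2 or B+A0 replicate 3.

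With 3 against 3 there are 10 splits of the libraries, too few for a share under 0.05. In the busulfan comparison the real split called 449 genes and the highest of the others 1, and it was 1 of 10 splits with a count as large. The real split was also 1 of 10 for busulfan with AOS, at 20 against at most 0, and 1 of 10 for busulfan plus AOS against untreated, at 118 against at most 0. For AOS alone, AOS after busulfan and the interaction the real split called 0, so every split calls at least as many (10 of 10, 10 of 10 and 100 of 100 drawn) and the number of splits decides nothing. The highest other count was 0 for AOS alone and 90 for the interaction. For AOS after busulfan 1 other split called 718. That split placed B+A10 replicate 3 with B+A0 replicates 2 and 3, and B+A0 replicate 1 with B+A10 replicates 1 and 2. It points to a structure of these 6 libraries that does not follow their labels; an exchange of labels between these 2 libraries, or differences between animals, were not tested.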
